A study of Mus musculus with 16 samples. Its data were reported in "LSD1 defines the fiber type-selective responsiveness to environmental stress in skeletal muscle" (2023).

How the data were processed

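Gas and Sol muscles came from male mice that were 8 weeks old and received tamoxifen at 75 mg/kg on 5 days and dexamethasone at 1 mg/kg on 7 days. Poly(A) RNA libraries were sequenced with 75 bp single-end reads. The authors aligned the reads to the mm10 genome with STAR and, per the file headers, counted the reads of each gene with featureCounts 1.5.2, using the exons of the iGenomes UCSC annotation. The deposited count tables hold raw read counts, not normalized, for 24421 genes in each muscle. The header names no strand option, and reads that map to several places or to several genes were left out, so overlapping or antisense genes and close paralogs are uncertain. The authors' deposited tables of comparisons give a log2 fold change, a mean log2 CPM, a p-value and an adjusted p-value for each gene from edgeR, whose kind of test is not stated. The sign of their log2 fold change is that of WT over LSD1-mKO. Those tables entered no comparison of the genotypes and were only matched against the exact tests and the genes called here. The depth of the libraries and the limits it sets are given with the results.

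Samples were grouped by the genotype and muscle in the labels, and the replicate numbers are those of the titles. Every count column was mapped to a sample, and 0 columns belonged to other samples. Reads of *Xist* reached at most 6 in a Gas and 3 in a Sol library, and *Ddx3y* had at least 1121 and 1678, as in male mice.

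The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. For each muscle, genes were kept by filterByExpr with its minimum count of 10, library sizes were scaled by TMM, and LSD1-mKO was compared with WT by the quasi-likelihood F-test (two-sided). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error is the log2 fold change divided by the square root of the F statistic. The difference between muscles was tested as the interaction of genotype and muscle over the 16 libraries. The overlap of the calls was tested by a one-sided Fisher's exact test over the genes tested in both muscles. Gene lists were tested with fry. CPM values use the TMM-scaled library sizes and are given as mean ± SD, except that the limits for genes with no read use the unscaled totals.

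The tests, samples, lists and naming rule were written before the data were examined, but after the paper and its supplementary gene tables had been read. Tests and settings chosen later are named as such. The rule names *Kdm1a*, *Esr1* and the transcription factors that the study follows, the members of the 3 main lists that were called (the others as counts and ranges), and for each muscle the 3 largest increases and the 3 largest decreases among called genes with a mean of at least 50 reads per library and no overlap between genotypes. Other members of the lists are named where single libraries or alternatives are discussed. The atrophy, slow fiber and fast fiber lists hold genes that the study measured by qRT-PCR, and each has a broader version. Further lists covered denervation, glucocorticoid response, imprinted genes, blood cells, adipocytes, fibroblasts and Schwann cells. A list of estrogen receptor targets was written after the data had been examined.

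The alternatives chosen beforehand were RLE scaling, no filter on low counts, the edgeR exact test with gene-wise or with one common dispersion, DESeq2 1.42.0, robust quasi-likelihood, the replicate number as a block (for the interaction, genotype and number together across muscles), the ribosomal protein level as a covariate, all 16 libraries in one fit, camera in place of fry, the broader lists, and each library left out in turn. The exact test without a filter, limma voom with library quality weights, the older form of the quasi-likelihood fit and offsets for transcript length and GC content were chosen after seeing the data. Transcript lengths, GC content and coordinates come from the GENCODE annotation of GRCm38, which may differ from the annotation the authors used, and 96.6% of the genes tested in Gas and 96.5% in Sol had a length.

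The scripts were tested on simulated counts in which 200 genes were changed by 2 on the log2 scale. In Gas, over 12939 genes, the quasi-likelihood test recovered 181 of the 200 with 9 false calls. In Sol, over 13177 genes, it recovered 188 with 6 false calls, and for the interaction, over 13549 genes, it recovered 146 with 7. On the Gas simulation the exact test with gene-wise dispersions recovered 189 with 44 false calls, with one common dispersion 194 with 80, and DESeq2 188 with 46. For the interaction DESeq2 recovered 158 with 25 false calls. Of 2 simulated lists of 20 genes in each muscle, fry gave the changed list a p of 1.83e-07 in Gas and 1.71e-09 in Sol, and the unchanged list a p of 0.428 and 0.942.

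All 56 splits of the 8 libraries of a muscle into 3 and 5 were fitted. For the interaction and for the overlap, 100 sets of labels were drawn with the real one included, without regard to a possible pairing of the muscles by mouse. Calls were also counted without *Kdm1a* and without *Kdm1a* and *Esr1*, a choice made after seeing the data. RNA of neutrophils was taken as excluded where the excess of a gene in CPM was over 10 times the highest of 6 neutrophil genes in that library, a limit set after the ratios of the atrophy genes had been seen. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.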

Results

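Poly(A) RNA was sequenced from the gastrocnemius (Gas) and soleus (Sol) muscles of wild type (WT) and LSD1-mKO mice. Gas consists mostly of fast fibers and Sol is rich in slow fibers. In LSD1-mKO mice, tamoxifen activates a Cre recombinase in skeletal muscle, which deletes *Lsd1*, listed as *Kdm1a*, the gene of a histone demethylase. All mice received dexamethasone, a synthetic glucocorticoid that causes muscle wasting, so no untreated muscle enters any comparison. Each muscle had 3 WT and 5 LSD1-mKO libraries, 16 in all. The reads assigned to genes numbered from 11009622 to 21594751 per library in WT Gas, from 10130415 to 21200899 in LSD1-mKO Gas, from 13917962 to 17982470 in WT Sol and from 16814210 to 24576377 in LSD1-mKO Sol. A gene with no read in a library is compatible with up to 3 reads, which came to between 0.139 and 0.296 CPM (a gene's reads scaled to a common library total) in Gas and between 0.122 and 0.216 CPM in Sol. Unlike the other CPM values, these limits use the library totals without TMM scaling, and they cover counting error only. They would be higher in libraries that TMM scaled down, such as WT Gas replicate 3 (factor 0.855) and WT Sol replicate 2 (factor 0.948).

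WT Gas replicate 3 lay apart from the other Gas libraries on the first principal component, which held 49.6% of the variance. Its coordinate was 89.6, and those of the other Gas libraries lay between -30.4 and 22.4. In this library, in LSD1-mKO Gas replicate 5 and in WT Sol replicate 2, ribosomal protein genes had a mean level of 8.53, 7.81 and 7.37 log2 CPM. No library was left out for this. The labels name no batch, so values within batches could not be computed. A fit with the ribosomal protein level as a covariate is given with the counts of genes.

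The targeted gene was examined first, because it checks the genotype labels. *Kdm1a* (chromosome 4, 136550540 to 136602723, minus strand, GRCm38) had 39.5 ± 5.09 CPM in WT Gas (SD, n = 3) and 13.4 ± 2.04 CPM in LSD1-mKO Gas (SD, n = 5). The log2 fold change was -1.56 (SE 0.178, edgeR quasi-likelihood adjusted p 0.0177). In Sol it had 36.3 ± 1.25 CPM in WT (SD, n = 3) and 11.5 ± 1.75 CPM in LSD1-mKO (SD, n = 5), a log2 fold change of -1.66 (SE 0.143, edgeR quasi-likelihood adjusted p 0.000574). All 5 LSD1-mKO libraries of each muscle lay below every WT library. The Gas call did not hold when single libraries were left out: *Lsd1* in Gas lost the adjusted threshold in 6 of 8 such fits, with log2 fold changes from -1.65 to -1.44 and adjusted p from 0.0196 to 0.134.

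**Figure D1:**
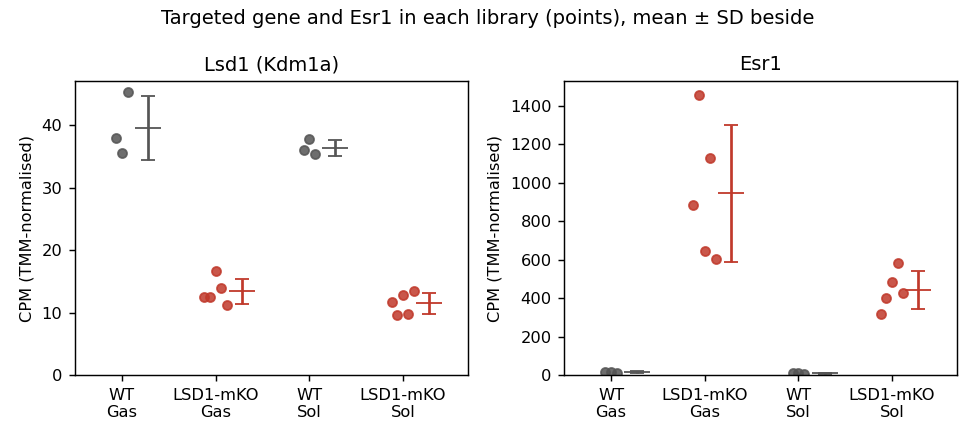
Points show the CPM of *Lsd1* (left) and *Esr1* (right) in each library, by genotype and muscle, with mean ± SD beside them. LSD1-mKO libraries lie below every WT library for *Lsd1* (at most 16.6 CPM in Gas and 13.4 CPM in Sol) and above every WT library for *Esr1*.

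The comparison of LSD1-mKO with WT asks which genes differ with the loss of LSD1 in each muscle under dexamethasone. The WT mice carried the same modified *Lsd1* gene but no Cre recombinase. Effects of LSD1 loss therefore cannot be told apart from effects of the Cre fusion itself. In Gas, 4 of 13040 genes tested had an adjusted p under 0.05, 2 higher and 2 lower in LSD1-mKO. At an unadjusted p under 0.05 there were 1182 genes, or 9.06%. In 7.01% of the genes tested the WT and LSD1-mKO libraries did not overlap, where chance gives 3.57%. The alternative that moved the count most, limma voom with library quality weights, gave 340 genes. With the ribosomal protein level as a covariate, 6 genes were called, including the same 4. The count was 1 without WT Gas replicate 1 or 2, 2 without LSD1-mKO Gas replicate 2 or 5, and 7 without WT Gas replicate 3.

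Of the 4 genes, *Esr1* (chromosome 10, 4611593 to 5005614) had 15.4 ± 4.91 CPM in WT (SD, n = 3) and 945 ± 355 CPM in LSD1-mKO (SD, n = 5), a log2 fold change of 5.93 (SE 0.445, adjusted p 0.000981). The Cre recombinase of these mice is fused to a part of the estrogen receptor, and the tables hold a single count for *Esr1*. *Myl6b* (chromosome 10, 128494157 to 128498685) rose from 6.77 ± 0.960 CPM (SD, n = 3) to 25.2 ± 1.79 CPM (SD, n = 5), a log2 fold change of 1.90 (SE 0.177, adjusted p 0.00398). *Orm3* (chromosome 4, 63356162 to 63359511) was lower, with a log2 fold change of -4.09 (SE 0.501, adjusted p 0.0257). It averaged 29.4 reads per library, under the minimum of 50 set for naming a gene, and is named only because so few genes were called, after its values were seen. *Kdm1a* was the other lower gene. When single libraries were left out, *Esr1* in Gas stayed called in all 8 fits, *Myl6b* in Gas lost its call in 2 and *Orm3* in Gas in 6.

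In Sol, 129 of 13342 genes tested had an adjusted p under 0.05, 105 higher and 24 lower in LSD1-mKO. All 129 had no overlap between the WT and LSD1-mKO libraries, as did 11.1% of the genes tested. An unadjusted p under 0.05 was found for 2069 genes. The alternative that moved the count most, the edgeR exact test with one common dispersion, gave 779 genes. The ribosomal protein covariate gave 279 genes, of which 128 were among the 129. Without WT Sol replicates 1, 2 and 3 in turn the count was 13, 23 and 11. It was 35 without LSD1-mKO Sol replicate 2, 67 without replicate 3 and 228 without replicate 5.

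By the naming rule, the largest increases in Sol were those of *Mybph*, *Esr1* and *Mtus2*. *Mybph* (chromosome 1, 134193448 to 134201232) rose from 1.20 ± 0.409 CPM in WT (SD, n = 3) to 58.6 ± 55.6 CPM in LSD1-mKO (SD, n = 5), a log2 fold change of 5.63 (SE 0.847, adjusted p 0.0155). *Esr1* rose from 11.3 ± 1.52 CPM (SD, n = 3) to 443 ± 98.6 CPM (SD, n = 5), a log2 fold change of 5.29 (SE 0.252, adjusted p 2.71e-06). *Mtus2* (chromosome 5, 147957320 to 148316065) had a log2 fold change of 3.02 (SE 0.580, adjusted p 0.0373). The largest decreases were those of *4933415F23Rik*, with a log2 fold change of -3.83 (SE 0.620, adjusted p 0.0187), *Dach2* with -3.74 (SE 0.739, adjusted p 0.0412) and *Mettl21e* with -3.10 (SE 0.593, adjusted p 0.0373). *4933415F23Rik* had 1.87 CPM in LSD1-mKO Sol replicate 4 and from 0.0904 to 0.558 CPM in the other LSD1-mKO Sol libraries. It lies on chromosome 1 (23100473 to 23102253), *Dach2* on chromosome X (113297510 to 113836386) and *Mettl21e* on chromosome 1 (44204070 to 44218961). In Gas, these genes also had no overlap between genotypes but were not called. Their log2 fold changes there were -4.07, -3.91 and -2.97 (quasi-likelihood adjusted p 0.180, 0.0551 and 0.180). *4933415F23Rik* and *Dach2* averaged only 23.1 and 24.9 reads per Gas library. The difference between muscles had interaction adjusted p from 0.9875 to 0.9996 for these genes. When single Sol libraries were left out, *Esr1* in Sol kept its call in all 8 fits, *Mybph* in Sol lost it in 3, *4933415F23Rik* in Sol in 4, and *Mtus2*, *Dach2* and *Mettl21e* in Sol in 5 each. *Dach2* and *Mettl21e* in Sol also lost their calls under 1 of 9 alternatives each.

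The study followed genes of muscle atrophy and of fiber type, so 3 lists of genes it measured were tested with the rotation test fry, adjusted over the 6 combinations of list and muscle. Some of their members had been picked on these same libraries, so the tests are not independent evidence for them. In Gas, the atrophy list of 11 genes had a mean log2 fold change of 0.951 (adjusted p 0.314), with 10 genes higher in LSD1-mKO. The slow fiber list of 6 genes had 0.804 (adjusted p 0.200), with 6 genes higher. The fast fiber list of 6 genes had -0.985 (adjusted p 0.0628), with 6 genes lower. No list passed the threshold in Gas. A broader atrophy list moved the first value most, to 0.151. Leaving out LSD1-mKO Gas replicate 3 alone reduced the atrophy list to 0.435, with an adjusted p of 0.0981, the lowest of the 8 such fits. Leaving out WT Gas replicate 3 raised the slow fiber list to 1.34. Without LSD1-mKO Gas replicate 5 the fast fiber list had -1.19 (adjusted p 0.0241, against up to 0.201 in the other fits without a single library). The set test camera with a preset correlation of 0.01 called all 3 lists in Gas (adjusted p 0.000219, 0.00839 and 2.55e-06). None of these 3 calls held under fry or under camera with an estimated correlation, where the adjusted p was 0.341, 0.261 and 0.117. Over all alternatives that kept the 8 libraries, the adjusted p ranged up to 0.826, 0.380 and 0.159.

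In Sol, the mean log2 fold changes were 0.151 for the atrophy list (adjusted p 0.432), 0.0793 for the slow fiber list (adjusted p 0.718) and 0.0610 for the fast fiber list (adjusted p 0.718). The number of genes higher in LSD1-mKO was 7 of 11, 3 of 6 and 2 of 6. The atrophy value changed sign with the broader list, to -0.289. The fast fiber value was -0.0369 without WT Sol replicate 1, -0.0979 without WT Sol replicate 3, -0.152 without LSD1-mKO Sol replicate 5 and 0.453 without WT Sol replicate 2. The atrophy list fell to 0.0139 without LSD1-mKO Sol replicate 3, and without WT Sol replicate 2 it rose to 0.304 and the slow fiber list to 0.200. Over all genes tested, *Hspb7* (chromosome 4, 141420779 to 141425311) was the list member called, in Sol, where it rose from 2697 ± 336 CPM in WT (SD, n = 3) to 6059 ± 1281 CPM in LSD1-mKO (SD, n = 5), a log2 fold change of 1.17 (SE 0.228, adjusted p 0.0394). Its Sol call was lost in 5 of the 8 fits without a single library. In Gas its log2 fold change was 1.27 (SE 0.278, adjusted p 0.248), and the difference between the muscles had an adjusted p of 0.989. Under the 9 alternatives, *Hspb7* and *Sln* in Gas gained a call in 4 each, *Ampd3* and *Myl1* in 3 each and *Ddit4* in 2. *Gabarapl1*, *Gadd45a*, *Dusp4*, *Runx1*, *Myl2*, *Myh1* and *Tnnc2* in Gas gained one in 1 each, and the other list members in Gas gained none. In Sol, *Myh4* gained one in 4, *Myh1* in 3, and *Ampd3*, *Sln* and *Myl1* in 1 each. Adjusted over the list alone, 3 atrophy, 2 slow fiber and 3 fast fiber genes passed in Gas, and 1, 0 and 1 in Sol. At an unadjusted p under 0.05 there were 5, 2 and 4 genes of these lists in Gas and 3, 1 and 2 in Sol.

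**Figure D2:**
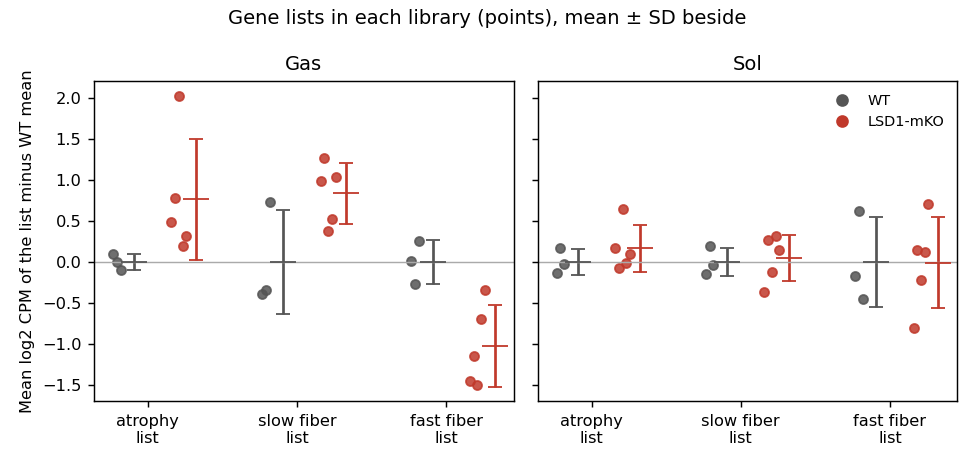
Points show, for each library, the mean log2 CPM of a gene list minus its mean over the WT libraries of that muscle, with mean ± SD beside them. In Gas the LSD1-mKO means lie above WT for the atrophy and slow fiber lists and below WT for the fast fiber list, and the spread between libraries is wide.

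Whether the effect of the genotype differed between the muscles was tested by the interaction of genotype and muscle over the 16 libraries. The fit treated them as independent, although LSD1-mKO libraries of Gas and Sol with the same number deviated together (mean correlation 0.33). Of 13749 genes, 0 had an adjusted p under 0.05, the smallest being 0.164. At an unadjusted p under 0.05 there were 671 genes, or 4.88%. DESeq2, the alternative that moved this count most, called 21 genes, and the count was 1 without LSD1-mKO Sol replicate 3. On simulated counts for the interaction DESeq2 made 25 false calls and the quasi-likelihood test 7, so part of the 21 may be false calls. With genotype and replicate number together as a block across muscles, 1 gene was called. *Mybph*, with log2 fold changes of 5.63 in Sol and 0.29 in Gas, had an adjusted p of 0.341 for the difference. The effects on the lists did not differ past the threshold either, with fry adjusted p of 0.249 for atrophy, 0.0962 for slow fiber and 0.0962 for fast fiber genes. The mean effect in Sol minus that in Gas was -0.787, -0.706 and 1.07. The effect was higher in Sol for 0 of 11, 0 of 6 and 5 of 6 genes. Missing the threshold does not show that the effects were equal. These list tests were made without the block, so they take no account of a possible pairing of the muscles by mouse.

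The study compared the genes called in both muscles. Of 12843 genes tested in both, 3 were called in Gas and 123 in Sol. The 3 Gas genes (*Esr1*, *Myl6b* and *Kdm1a*) were all called in Sol in the same direction, where 0.0287 would be expected by chance (one-sided Fisher's exact test, p 8.57e-07). *Kdm1a* is the targeted gene, and the Cre fusion carries a part of *Esr1*. Without them 1 of 12841 genes, *Myl6b*, was called in both muscles, where 0.00942 would be expected (one-sided Fisher's exact test, p 0.00942). The edgeR exact test with one common dispersion moved this overlap most, to 119 genes. Without WT Gas replicate 1 or 2 the overlap was 1 gene. Apart from *Kdm1a* and *Esr1*, 121 genes called in Sol were tested in Gas, and 112 of them, or 92.6%, moved in the same direction there.

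**Figure D3:**
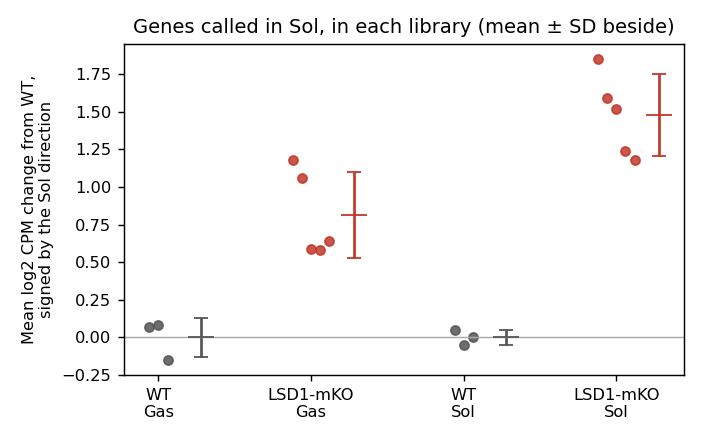
Points show, for each library, the mean log2 CPM change from the WT mean over the 121 genes called in Sol, signed by their direction in Sol, with mean ± SD beside them. The genes were chosen on the Sol libraries, so the Sol values are not independent of the choice. In Gas the LSD1-mKO libraries lie between 0.582 and 1.18 and the WT libraries between -0.152 and 0.0821.

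The transcription factors that the study follows were not called in either muscle by edgeR's quasi-likelihood test. The study's evidence on *Foxk1* came from its protein and its loss in C2C12 muscle cells. *Pitx1* and *Nfatc1* were found by binding motifs in promoters, and *Esrrg* was reported higher in Sol after wheel running. RNA levels under dexamethasone do not test those findings. For *Foxk1* the log2 fold change was 0.55 in Gas (adjusted p 0.672) and 0.20 in Sol (adjusted p 0.682). For *Nfatc1* it was 0.12 in Gas (adjusted p 0.851) and -0.0061 in Sol (adjusted p 0.994). For *Pitx1* it was -0.61 in Gas (adjusted p 0.627) and -0.72 in Sol (adjusted p 0.422). For *Esrrg* it was 0.13 in Gas (adjusted p 0.906) and -0.66 in Sol (adjusted p 0.444). With the ribosomal protein covariate the direction changed for *Nfatc1* in Gas (-0.11) and in Sol (0.031) and for *Esrrg* in Gas (-0.19). Without WT Gas replicate 3 it changed for *Nfatc1* in Gas (-0.072) and *Esrrg* in Gas (-0.13), and without LSD1-mKO Gas replicate 2 for *Esrrg* in Gas (-0.20). *Nfatc1* in Sol changed direction in 6 of 8 fits without a single library, with values from -0.19 to 0.15. In such fits *Foxk1* kept its direction but ranged from 0.20 to 0.92 in Gas and from 0.014 to 0.34 in Sol. *Pitx1* ranged from -0.82 to -0.16 in Gas and from -1.10 to -0.19 in Sol, and *Esrrg* in Sol from -0.93 to -0.30.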

Values the study reported

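In the Gas muscle after dexamethasone, the study reported 150 genes with higher and 117 genes with lower expression in LSD1-mKO than in WT mice.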

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

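All tests in this part were chosen after the results were seen, and the rule that a library still at the extreme leaves a bias open was added after the tests' own values were seen. Within the 5 LSD1-mKO libraries of each muscle, 84 results (named genes, list scores and library measures) were examined for a library whose gap to its nearest neighbor was a large share of the range of the group. For 15 of them the gap was past Dixon's critical value of 0.71, where chance gives about 1 in 20, or 4.2, for normally distributed values. There were 10 in Gas, 7 of them in LSD1-mKO Gas replicate 3, and 5 in Sol. Genes were compared as CPM, where a gap above the other libraries is wider than on the log2 scale. The excess over 4.2 can therefore come from the scale. The atrophy list, scored on the log2 scale, had a gap of 0.68 in LSD1-mKO Gas replicate 3, below the critical value. The 3 WT libraries of a muscle were too few for this check. All libraries of a group share genotype, muscle and treatment, so the design gives no biological group to test for these gaps.

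In LSD1-mKO Gas replicate 3, 7 atrophy genes were higher than in the other LSD1-mKO Gas libraries. The gap was 0.801 of the range for *Trim63* (5656 CPM against 1108 to 2012 CPM), 0.777 for *Ddit4*, 0.742 for *Klf15*, 0.711 for *Gadd45a*, 0.933 for *Gabarapl1*, 0.895 for *Dusp4* and 0.729 for *Ampd3*. WT Gas libraries had from 2385 to 4046 CPM of *Trim63*, above all LSD1-mKO Gas libraries but replicate 3. *Trim63* was the 1 atrophy gene lower in LSD1-mKO Gas (log2 fold change -0.519, quasi-likelihood adjusted p 0.692). Without replicate 3 its log2 fold change was -1.11. After each library's trend with transcript length and GC content was removed, all 7 genes were still past the critical value, which argues against that bias as the whole cause. A stronger glucocorticoid response of that library stays open. The glucocorticoid list without the genes it shares with the atrophy list lay 0.527 above the median of the other Gas libraries (those with a high ribosomal protein level not counted) on the log2 scale, while the other Gas libraries reached from -0.567 to 0.313, and a single library cannot decide this. The blood cell list lay 4.12 above the same median there, and the other Gas libraries reached 2.83. Its neutrophil genes had 32.6 CPM (*S100a8*), 44.2 CPM (*S100a9*) and 28.0 CPM (*Ngp*) in that library. The excess over the next LSD1-mKO Gas library was 3640 CPM for *Trim63*, 550 CPM for *Gabarapl1* and 492 CPM for *Ddit4*, at least 11.1 times the highest neutrophil gene, which argues against RNA of neutrophils as its source. For the other 4 genes the excess was from 0.629 times (*Dusp4*) to 4.33 times (*Gadd45a*) that gene, so neutrophils stay open. The limit of 10 times was set after these ratios had been seen. RNA of red blood cells stays open for all 7, as the 4 hemoglobin genes had 0 reads in every library. Whether neutrophils came with the tissue or with blood left in the sample was not tested. Without this library the atrophy list in Gas fell from 0.951 to 0.435, and its fry adjusted p fell from 0.314 to 0.0981.

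LSD1-mKO Gas replicate 5 had the highest levels of *Tnnc2* (gap of 0.744 of the range, 18800 CPM against 6024 to 9294 CPM) and *Tnni2* (gap of 0.837). After the trends with length and GC content were removed the gap was 0.886 for *Tnni2*, which argues against such a bias for this gene. For *Tnnc2* it fell to 0.352 with this library still the highest, so the bias cannot be told apart from another cause. The same library had the most genes with reads (18160 against 16220 to 16630, gap of 0.79). After all libraries were thinned to one total the gap was 0.594, below the critical value, with this library still the highest, so a part of library size stays open. LSD1-mKO Gas replicate 1, which was deeper, had fewer genes with reads.

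In Sol, LSD1-mKO replicate 3 had the highest *Nfatc1* (gap of 0.725, 49.5 CPM against 36.3 to 39.9 CPM) and *Trim63* (gap of 0.736, 447.4 CPM against 171 to 244 CPM). LSD1-mKO replicate 2 had the highest *Sln* (gap of 0.839), and LSD1-mKO replicate 4 had the highest *4933415F23Rik* (gap of 0.738) and the lowest ribosomal protein level (gap of 0.724, 6.72 against 6.83 to 6.87 log2 CPM). After the trends with length and GC content were removed the gap was 0.727 for *Trim63*, 0.824 for *Sln* and 0.746 for *4933415F23Rik*, which argues against such a bias for these genes. It was 0.492 for *Nfatc1* and 0.449 for the ribosomal protein level, with the same library at the extreme, so the bias stays open for both. These 5 gaps in Sol, among 42 results, are more than the 1 in 20 that chance gives for normally distributed values. The genes were compared as CPM, which can add gaps, and the results are not independent.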

How the results depend on the processing

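The cause of the changes below was not tested, except that fewer libraries were compared where one was left out. In Gas, 4 genes were called with RLE scaling, robust quasi-likelihood and the older quasi-likelihood fit, 3 with length and GC offsets and 6 with the ribosomal protein covariate. The older fit returned exactly the main calls in both muscles. It may repeat the main fit, so it is no separate check. The count was 10 without a filter (4 higher, 6 lower), 62 with all 16 libraries in one fit, 117 with the exact test and gene-wise dispersions, 132 with DESeq2 and 324 with the exact test and one common dispersion. Of the settings chosen after seeing the data, the exact test without a filter gave 66 genes with gene-wise dispersions and 267 with one common dispersion, and voom with quality weights gave 340. The 4 genes were among the calls in each of these fits, except that the length and GC offsets shared 3 of them. Leaving out single libraries gave from 1 (without WT Gas replicate 1 or 2) to 7 genes (without WT Gas replicate 3).

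In Sol, the 129 genes became 125 with RLE scaling, 123 with robust quasi-likelihood, 108 with all 16 libraries and 129 with the older quasi-likelihood fit. The count was 336 without a filter, 531 with the exact test and gene-wise dispersions, 779 with one common dispersion, 605 with DESeq2 and 279 with the ribosomal protein covariate. Of the settings chosen after seeing the data, length and GC offsets gave 240, voom with quality weights 730, and the exact test without a filter 466 with gene-wise dispersions and 736 with one common dispersion. Leaving out single libraries gave from 11 (without WT Sol replicate 3) to 228 genes (without LSD1-mKO Sol replicate 5). On simulated Sol counts the quasi-likelihood test made 6 false calls, the exact test 20 with gene-wise dispersions and 61 with one common dispersion, and DESeq2 23, so part of the larger counts of these tests may be false calls. The other settings were not simulated.

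*Lsd1* was lower under every alternative run. In Gas it ranged from -1.65 (without LSD1-mKO Gas replicate 3) to -1.44 (without WT Gas replicate 3) across the fits without a single library, with an adjusted p from 0.0196 to 0.134, and lost the threshold in 6 of 8. In Sol it ranged from -1.72 to -1.59 and kept its call in all 8.

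The replicate numbers are shared between WT and LSD1-mKO, so the number was also fitted as a block. The correlation of the deviations of same-numbered WT and LSD1-mKO libraries was 0.188, 0.329 and -0.167 in Gas and 0.0927, -0.0137 and 0.134 in Sol, so WT and LSD1-mKO samples share only a number. Across muscles it was 0.14, -0.572 and -0.291 for WT and from 0.26 to 0.398 for LSD1-mKO, so a pairing of the muscles by number stays possible for LSD1-mKO. For the interaction the block was genotype and number together across muscles. With the block, 3 genes were called in Gas (1 of them among the 4), 412 in Sol (112 of them among the 129), 1 in the interaction and 1 in both muscles. *Lsd1* in Gas was -1.51 (adjusted p 0.226, where the alternatives ranged from 6.18e-12 to 0.226), and *Myl6b* and *Orm3* in Gas also lost their calls. With the block the slow fiber list in Sol was -0.0692, the fast fiber list in Sol -0.294, *Myh2* in Gas -0.28, *Nfatc1* in Sol 0.034 and *Fbxo32* in Sol -0.14, each with the opposite sign.

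The lists in Gas kept their direction under every alternative run. Camera with the preset correlation called all 3, at 0.951, 0.804 and -0.985, unlike fry and camera with an estimated correlation. Across the fits without a single library the fast fiber list in Gas ranged from -1.19 (called, without LSD1-mKO Gas replicate 5) to -0.773 (without WT Gas replicate 3). The atrophy list ranged from 0.435 (without LSD1-mKO Gas replicate 3, fry adjusted p 0.0981) to 1.09. The slow fiber list ranged from 0.620 to 1.34 (without WT Gas replicate 3). In Sol the atrophy list reversed to -0.289 with the broader list, and the fast fiber list ranged from -0.152 (without LSD1-mKO Sol replicate 5) to 0.453 (without WT Sol replicate 2) across the fits without a single library.

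The interaction called 21 genes with DESeq2 and from 0 to 1 (without LSD1-mKO Sol replicate 3) across the 16 fits without a single library, with 671 genes at an unadjusted p under 0.05 when all were used. The genes called in both muscles numbered 5 without a filter, 53 with the exact test and gene-wise dispersions, 119 with one common dispersion and 59 with DESeq2, all including the 3, and from 1 (without WT Gas replicate 1 or 2) to 3 across the fits without a single library.

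For named genes other than *Lsd1*, 68 results by muscle were fitted under the alternatives in 612 fits. Of these, 553 kept direction and call, 4 lost a call, 44 gained one and 11 changed direction. The lost calls were those of *Myl6b* and *Orm3* in Gas and of *Dach2* and *Mettl21e* in Sol. *Lsd1* in Gas, not counted here, lost its call in 1 of 9 alternatives and in 6 of 8 fits without a single library. Of 544 fits without a single library, 472 kept both, 37 lost a call and 35 changed direction. The ribosomal protein covariate reversed *Nfatc1* (-0.11), *Esrrg* (-0.19) and *Mybph* (-0.023) in Gas, and *Nfatc1* (0.031), *Ddit4* (0.0085) and *Gadd45a* (0.086) in Sol. *Nfatc1* in Sol was also reversed without a filter (0.011) and with all 16 libraries (0.0029).

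Across the fits without a single library, some named genes changed direction. In Gas, leaving out WT replicate 3 gave the lowest value for *Nfatc1* (-0.072 to 0.35) and *Mybph* (-0.19 to 0.86), and leaving out LSD1-mKO replicate 2 for *Esrrg* (-0.20 to 0.30). Leaving out LSD1-mKO Gas replicate 3 did so for *Fbxo32* (-0.16 to 0.53) and *Klf15* (-0.23 to 0.30), WT Gas replicate 1 for *Myh7* (-0.033 to 0.24) and *Tnni1* (-0.19 to 0.95), and LSD1-mKO Gas replicate 4 for *Myh2* (-0.044 to 0.31). In Sol, leaving out WT replicate 2 gave the highest value for *Trim63* (-0.96 to 0.32), *Ddit4* (-0.26 to 0.27), *Gadd45a* (-0.37 to 0.63), *Tnni1* (-0.29 to 0.084), *Tnnc2* (-0.45 to 0.11) and *Tnni2* (-0.56 to 0.093), and the lowest for *Gabarapl1* (-0.12 to 0.32). Leaving out LSD1-mKO Sol replicate 3 gave the lowest value for *Fbxo32* (-0.085 to 0.30), *Fbxo21* (-0.029 to 0.22) and *Dusp4* (-0.0065 to 0.45). *Nfatc1* in Sol ranged from -0.19 (without WT Sol replicate 2) to 0.15 (without WT Sol replicate 1).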

Other observations

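The tests in this part were chosen after the results were seen. The gene lists they use had been written beforehand, except that of estrogen receptor targets. Blood cells were set apart from the other cell lists after their values were seen. In Gas, 2 genes were called higher and 2 lower in LSD1-mKO than in WT. Both are lower than the values quoted from the study above. The exact test with one common dispersion and no filter gave the study's values, 150 higher and 117 lower.

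Every split of the 8 libraries of a muscle into 3 and 5 was fitted in turn. In Gas, 1 of 56 splits, the real one, gave as many called genes. Without the targeted gene *Kdm1a* it was also 1 of 56. Without *Kdm1a* and *Esr1*, whose reads cannot be told apart from those of the Cre driver, 3 of 56 splits gave as many calls (2), so the number of the remaining genes called in Gas is not set apart from that of other splits. In Gas, 9 of 56 gave as many genes at an unadjusted p under 0.05. The mean change of a list was as far from 0 in 6 of 56 splits for the atrophy list, 4 of 56 for the slow fiber list and 2 of 56 for the fast fiber list. In Sol, 1 of 56 splits gave as many called genes, which also held without *Kdm1a* and without *Kdm1a* and *Esr1*, and 2 of 56 as many at an unadjusted p under 0.05, and the list changes were as large in 32, 39 and 49 of 56. Another Sol split, of LSD1-mKO replicates 1, 2 and 3 against the rest, gave 124 calls. For the interaction, 45 of 100 drawn sets of labels gave as many genes at an unadjusted p under 0.05. For the overlap of calls, 1 of 100 drawn pairs of splits, the real one, gave as many genes, with all genes and without *Kdm1a* and *Esr1*. This decides nothing, since 0 of the 99 others joined splits with calls in both muscles. Among all pairs of fitted splits 8 had such calls, and 2 of them other than the real one shared 1 gene, as many as the real pair without *Kdm1a* and *Esr1*. The drawn labels take no account of a possible pairing of the muscles by mouse. For the 121 genes called in Sol, 2 of 56 splits of the Gas libraries gave as large a share moving the same way, and the median share over the splits was 44.6%.

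WT Gas replicate 3, LSD1-mKO Gas replicate 5 and WT Sol replicate 2 had ribosomal protein levels at least 0.545 above the median of the other libraries of their muscle on the log2 scale, and the other libraries reached 0.293. In all 3, genes with longer transcripts were lower, with a Spearman rho across genes of -0.443 or further from 0, and the other libraries lay between -0.265 and 0.253. Genes are not independent replicates. This is consistent with a bias by transcript length, but the 3 libraries were picked on their values and the labels name no batch. GC content (weakest rho -0.1) does not account for it. After all libraries were thinned to one total the smallest excess was 0.505. Thinning hardly moves the CPM of genes with so many reads, so this cannot rule out library size. The 10 largest genes held 25.37%, 24.3% and 15.48% of the counts, and 0 of the 3 libraries lay outside the range of the others (20.74% to 26.63% in Gas, 12.75% to 16.08% in Sol), which argues against a few genes taking most of the counts. Of the lists for fat, connective tissue and Schwann cells, 0 of 3 were higher in all 3 libraries than in every other library. The blood cell list lay at least 1.04 above that median in the 3 libraries. The median excess of a ribosomal protein gene was at least 13.2 times the highest neutrophil gene, which argues against RNA of neutrophils, by the limit of 10 times set after similar ratios of atrophy genes had been seen. RNA of red blood cells stays open, as the hemoglobin genes had 0 reads in every library.

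*Esr1* was higher in LSD1-mKO in both muscles. The lowest LSD1-mKO library had 24.9 times the level of the highest WT library in Sol and 29.9 times in Gas. The WT mice lacked the Cre driver. Reads of its estrogen receptor part may have been counted as *Esr1*, and the deposited counts per gene cannot tell this apart from higher expression of the gene itself. More active estrogen receptor was examined with a list of target genes written after the value of *Greb1* (-1.73 in Gas) had been seen. Without *Greb1* the mean log2 fold change was -0.0621 in Gas (3 of 11 genes higher, fry p 0.215) and 0.0426 in Sol (6 of 11 genes higher, fry p 0.947). With *Greb1* it was -0.201 in Gas (fry p 0.0299). Neither muscle decides the question.

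The denervation list had a mean log2 fold change of 1.11 in Gas (14 of 16 genes higher, fry p 0.0162, adjusted p 0.113) and 0.948 in Sol (14 of 17 genes higher, fry p 0.0043, adjusted p 0.0602), so neither passed the correction over 14 tests. The change was as large in 2 of 56 splits in Gas and 1 of 56 in Sol. In Sol, *Chrnb1* and *Chrnd* were among the called genes. With the ribosomal protein level as a covariate the smaller of both values was 0.932, and without the 4 genes shared with the atrophy list it was 0.982, which argues against these as the whole cause. The Schwann cell list moved by at most 0.349, so nerve tissue in the sample cannot be told apart from a response of the fibers. A candidate explanation is that genes controlled by innervation respond to LSD1 loss, a hypothesis found and tested on the same data. The Cre fusion, which WT mice lacked, is not separated from LSD1 loss here.

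The other lists had adjusted p from 0.52 to 0.788 over these 14 tests. The mean log2 fold changes in Gas were 0.362 for imprinted genes, 0.196 for glucocorticoid response, 0.973 for blood cells, -0.41 for adipocytes, -0.195 for fibroblasts and 0.349 for Schwann cells. In Sol they were 0.469, -0.322, -0.24, -0.624, 0.562 and 0.0953.

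The LSD1-mKO libraries of Gas and Sol with the same number deviated together, with a mean correlation across genes of 0.33, and 1 of 120 pairings of the numbers, the real one, gave as high a mean (exact permutation p 0.00833). After the ribosomal protein level was removed it was 2 of 120 (exact permutation p 0.0167), which argues against that level as the whole cause. This is consistent with the number naming one mouse in both muscles. For WT, 5 of 6 pairings gave as high a mean (mean r -0.241), and 3 numbers cannot give a share under 0.05. If the muscles share mice, the Gas and Sol calls are not independent.

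The deposited p-values matched, over 24394 genes, the exact test with one common dispersion in Gas and with gene-wise dispersions in Sol, the largest difference in p being 4.78e-08 and 4.96e-08. With one setting for both muscles the largest difference was at least 0.573, so the tables do not come from the same test in both muscles. They hold 267 genes with an adjusted p under 0.05 in Gas and 466 in Sol, and all 4 and 129 genes called here are among them.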
